# Cell-Autonomous Sex Differences in Gene Expression in Chicken Bone Marrow–Derived Macrophages

**DOI:** 10.4049/jimmunol.1401982

**Published:** 2015-01-30

**Authors:** Carla Garcia-Morales, Sunil Nandi, Debiao Zhao, Kristin A. Sauter, Lonneke Vervelde, Derek McBride, Helen M. Sang, Mike Clinton, David A. Hume

## Abstract

We have identified differences in gene expression in macrophages grown from the bone marrow of male and female chickens in recombinant chicken M-CSF (CSF1). Cells were profiled with or without treatment with bacterial LPS for 24 h. Approximately 600 transcripts were induced by prolonged LPS stimulation to an equal extent in the male and female macrophages. Many transcripts encoded on the Z chromosome were expressed ∼1.6-fold higher in males, reflecting a lack of dosage compensation in the homogametic sex. A smaller set of W chromosome–specific genes was expressed only in females. LPS signaling in mammals is associated with induction of type 1 IFN–responsive genes. Unexpectedly, because IFNs are encoded on the Z chromosome of chickens, unstimulated macrophages from the female birds expressed a set of known IFN-inducible genes at much higher levels than male cells under the same conditions. To confirm that these differences were not the consequence of the actions of gonadal hormones, we induced gonadal sex reversal to alter the hormonal environment of the developing chick and analyzed macrophages cultured from male, female, and female sex-reversed embryos. Gonadal sex reversal did not alter the sexually dimorphic expression of either sex-linked or IFN-responsive genes. We suggest that female birds compensate for the reduced dose of inducible IFN with a higher basal set point of IFN-responsive genes.

## Introduction

Gender-specific differences in innate and acquired immunity have been well-documented in mammals (1, 2). In general, these differences are attributed to direct and indirect actions of the sex hormones. For example, a recent study demonstrated that the female-specific bias in type 1 diabetes incidence in the NOD mouse was an indirect consequence of the effect of androgens on the gut microbiota (3). Others have demonstrated an interaction between estrogen and type 1 IFN signaling in regulating susceptibility in SLE models (4). Of course, males and females also differ in chromosomal complement. In mammals, the Y chromosome contains relatively few genes, and the double complement of genes on the X chromosome in females is controlled by X chromosome inactivation. It has generally been assumed that there are few Y chromosome–encoded functions other than testis determination; however, recent studies concluded that the Y chromosome genes encode proteins associated with general cellular functions (5, 6), and there is emerging evidence for effects of Y chromosome sequence polymorphisms on innate immunity and autoimmune pathology in both mice and humans (7). In birds, the heterogametic sex is female (ZW). Analysis of mixed-sex chimeric (gynandromorph) birds indicated that somatic cells in the chicken have an inherent cell-autonomous sex identity (8, 9). In a series of experiments where undifferentiated cells were transplanted between early chick embryos of different sexes, and the resulting chimeric embryos allowed to develop to an advanced stage, the transplanted donor cells retained their donor sex identity. Male donor cells expressed male-specific transcripts even when fully integrated into a female gonad, and vice versa (9). Although some Z chromosome genes appear to be expressed at similar levels in male and female birds (i.e., compensated) (10), the large majority are not, and dosage compensation in birds appears to be regulated on a gene-by-gene basis (11–13)

The type 1 IFN (IFN-α, IFN-β) clusters are located on the Z chromosome in birds (14). If IFN expression is not dosage compensated, one might anticipate that male birds would produce more effective defense against infections. However, the reverse appears to be the case. In a study involving a large number of chicken flocks (>300,000 male and female birds), mortality rates resulting from infectious diseases were ∼70% higher in males than in females (15). In this and other studies, the responses to bacterial, viral, and protein Ags were assayed, and females were found to both respond earlier and with higher Ab titers than males [e.g., to the major poultry pathogen Newcastle Disease virus (15, 16)]. IFN-β is a key regulator of antibacterial as well as antiviral responses in mammals. In murine macrophages responding to the TLR4 agonist, bacterial LPS, the transient induction of IFN-β via the MyD88-independent pathway and activation of transcription factors IRF1 and IRF3 leads to autocrine induction of IFN-responsive genes (17). LPS and IFN signaling is, in turn, subject to stringent feedback control by the inducible suppressor of cytokine signaling (SOCS1) (18, 19)

Studies of macrophage responses to LPS in mice and pigs have exploited the ability to grow macrophage cells from the marrow in M-CSF (CSF1) (20–22). This system also permits the identification of macrophage autonomous genetic differences in gene expression between strains and breeds, since the cells from different individuals are cultivated in a common culture environment ex vivo (23). We previously cloned and expressed chicken CSF1 and showed that it can be used to produce chicken bone marrow–derived macrophages (BMDM) (24). In the current study, we demonstrate that BMDM from male and female birds retain an intrinsic sex identity that includes differential expression of IFN-responsive autosomal genes.

## Materials and Methods

### Tissue preparation

ISA Brown eggs obtained from the National Avian Research Facility at the Roslin Institute were incubated in a humidified atmosphere at 39°C either to hatch, or for the required time. For fadrozole-induced gonadal sex reversal, the eggs were injected with either 1 mg fadrozole (Sigma-Aldrich) in PBS (10 mg/ml) or with PBS solution alone on day 3 of incubation (H&H Stage 18) and then reincubated for an additional 11 d for bone marrow collection. Embryos were then recovered and decapitated. Eggs were injected with the maximum tolerable dose of the aromatase inhibitor (1 mg/egg), and only treated embryos with gonads that had acquired a gross morphology that was fully male were used in our analysis. Gonad pairs were processed histologically and sections immunostained for the presence of male-specific and female-specific proteins. Abs were from AbD Serotec (aromatase) and from Millipore (SOX9).

Femurs and tibias were collected from sexed hatchling birds, or in the case of the sex reversal experiments, from embryos at day 14 of development and stored on ice while the sex of individual embryos was determined. Bones were stripped of muscle and bone marrow flushed using a fine needle and RPMI 1640 medium, under sterile conditions. Four separate pools of material, each from five individual birds of the same sex and treatment, were generated in each experiment. Bone marrow cells were cultured on bacteriological plastic dishes as previously described (24) in RPMI 1640 medium containing 10% FBS, 350 ng/ml recombinant chicken CSF1 (BMDM normal growth media) at 41°C for 1 wk to allow macrophage differentiation. At the end of this time, there is a confluent and pure population of macrophages. The macrophages were harvested by squirting them from the plate with medium, replated at a concentration of 10^6^ cells/ml in 6-well plates, and incubated with or without a predefined maximal dose of LPS [100 ng/ml, *Salmonella* Minnesota R595; Sigma-Aldrich; as used in previous studies in mammals (22, 23)] prior to RNA harvest.

### RNA extraction

Total RNA was extracted using RNA-Bee (AMS Biotechnology) according to the manufacturer’s instructions. RNA quality and quantity was assessed by Agilent Bioanalyser RNA 6000 Nanochip analysis and by Nanodrop spectroscopy (Thermo Scientific).

### Affymetrix array analysis

Microarray analysis was performed by ARK Genomics using Affymetrix systems and reagents. Hybridization probes were generated using the Ambion WT labeling kit and 500 ng RNA. Signal intensities were measured using a GeneChip Scanner 3000 7G and analyzed with GeneChip Command Console Software (AGCC), applying RMA normalization to the CEL files. To ensure robust male:female comparisons, only probes with signal intensities above the average of the lowest quartile + 3 SDs were included in our analyses. Microarray data have been deposited in the National Center for Biotechnology Information Gene Expression Omnibus (GSE59921) (http://www.ncbi.nlm.nih.gov/genbank).

### Functional enrichment analysis

Ensembl database entries were used to identify mammalian homologs for chicken genes and enrichment based on functional annotations determined by ToppFun analysis (ToppGene Suite; http://toppgene.cchmc.org/). The categories included in this analysis were: molecular function, biological process, cellular component, domain, pathway, interaction, and transcription factor binding site. The number of genes assigned to each category and the significance of the scores are shown. Only scores with *p* values ≤ 0.01 and representing a minimum of three genes are shown (assignments with a minimum of two genes are shown for the CASI-W analysis, because of the limited number of genes in this category).

## Results

### Expression profiling of male and female BMDM

BMDM were differentiated from bone marrow collected from 15 male birds and 15 female birds between 1 and 3 d after hatch. The bone marrow was obtained from newly hatched chicks to ensure that any differences were not due to gonadal hormones produced by sexually mature birds. Material from five individual birds was combined to reduce any impact of interindividual variation, and six pools representing three male and three female biological replicates were generated. Macrophages were harvested and then replated and cultured with or without the addition of LPS. 

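RNA from these cultures was hybridized to 12 Affymetrix Chicken Genome Arrays, 1 for each pool without LPS and 1 for each pool after 24 h with 100 ng/ml LPS. This gave 4 groups (female resting, female LPS, male resting and male LPS) of 3 pools each, every pool made from 5 birds. The deposited values are log2 expression values that the authors had normalized by RMA, and no further normalization was applied to them. Array medians lay between 5.15 and 5.21 on the log2 scale, and the correlation between arrays, across probe sets, was 0.982 to 0.996. The limit of the paper's filter, the mean of the lowest quartile of signals plus 3 SD, fell at 18.1 to 19.0 signal units, and 69.0% to 69.3% of the probe sets on each array lay above it. Probe sets above this limit on at least 3 of the 12 arrays were tested, 27609 of the 38439 that are not controls. Each was fitted with limma, with 1 mean per group and a spread shared by all groups, and p values were adjusted by the Benjamini-Hochberg method, with a threshold of 0.05. The resting and LPS cultures of the same number came from the same pool, so the result with the pool as a block is given beside an LPS result where it changes a call or moves a count by more than 1.5 times. The number of arrays limits the precision of every value.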

The Affymetrix Chicken Genome Array was used to determine relative gene expression between male and female macrophages both before LPS treatment and 24 h after stimulation with LPS. The late time point was chosen to focus specifically on the downstream targets of endogenous IFN-β, which is a known early-response gene in macrophages.

To analyze the data, we initially used the network-based analytical tool, Biolayout Express^3D^ (25). As shown in Fig. 1A, the dataset could be segregated into a substantial number of clusters of genes sharing similar patterns of transcription. Each of the clusters can be represented as an average expression profile of its members (Fig. 1B), highlighting patterns of particular interest. Four of the most informative clusters are shown in detail in Fig. 2. Fig. 2A shows one of the largest clusters, cluster 2, which contains some 600 probe sets. 

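After 24 h with LPS, 458 probe sets were higher and 741 were lower in macrophages of both sexes, and none was higher in 1 sex and lower in the other (limma, n = 3 pools per group). Strongly induced genes included CXCL13L2, encoding a B cell chemokine, with a log2 change of 5.35 (SE 0.26, adjusted p = 6.31e-07) in females and 5.56 (SE 0.26, adjusted p = 4.95e-07) in males, and DIO3, the deiodinase that inactivates thyroid hormone, with 4.05 (SE 0.33) in females and 4.01 (SE 0.33) in males. The coagulation factor gene F5 rose by 3.27 (SE 0.42) in females and 3.60 (SE 0.42) in males, and IL13RA2, a decoy receptor for IL-13, rose by 2.93 (SE 0.33) and 3.36 (SE 0.33). Genes that fell in both sexes included the lipid carrier FABP4, at -3.78 (SE 0.69, adjusted p = 0.00634) in females and -3.40 (SE 0.69, adjusted p = 0.0128) in males, the lipase LPL, at -1.70 (SE 0.28) and -2.06 (SE 0.28), and the transcription factor MYC, at -2.09 (SE 0.22) and -2.02 (SE 0.22). The median change of the shared higher probe sets was 0.70 in females and 0.75 in males, and 125 of them were at least 2-fold higher in both sexes, against 80 that were at least 2-fold lower in both. Taken by sex, 849 probe sets were higher and 1633 lower in females, and 819 were higher and 1216 lower in males. Independent lists of these sizes would share 25.2 higher and 71.9 lower probe sets. With the pool as a block, 1914 were higher and 2964 lower in females, 1664 and 2236 in males, and 1004 and 1474 in both sexes. Without 1 array or pool, the number higher in both sexes was 209 to 472 and the number lower in both 228 to 701, each lowest without male pool 2.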

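The LPS response of the induced and repressed genes was compared between the sexes as the male response minus the female response. This difference was 0.20 (SE 0.37, adjusted p = 0.967) on the log2 scale for CXCL13L2, 0.19 (SE 0.25, adjusted p = 0.955) for AVD, which encodes avidin, and -0.42 (SE 0.53, adjusted p = 0.950) for the acute-phase protein gene SAA. For FABP4, which fell in both sexes, it was 0.39 (SE 0.98, adjusted p = 0.982). Over the 3318 probe sets past the threshold in either sex, the male and female responses correlated at 0.903 across probe sets, which are not independent replicates, and 96.2% had the same sign. Over all probe sets tested the correlation was 0.783. Of the probe sets higher with LPS in both sexes, 30 also differed between the sexes at rest or with LPS. No probe set had a response that differed between the sexes by limma (smallest adjusted p = 0.815). At an unadjusted p under 0.05 the male minus female change was positive for 797 and negative for 672 of the 27609 tested. A share of 0.05 would pass there by chance, so these numbers are no evidence of a difference. With the pool as a block the change was positive and past the threshold for 16 and negative for 1. On simulated data the test of this difference recovered 58% of 2-fold and 98% of 4-fold differences. The simulated noise was independent, with each probe set's own residual SD, and the changed probe sets were drawn at random. These shares therefore do not hold for probe sets with a wide spread between pools. IFIT5, of the interferon response, had a male minus female change of 3.40 (SE 0.74). It did not pass by limma without the block (adjusted p = 0.815) but passed with the pool as a block (adjusted p = 0.00444).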

The genes within this cluster were equally expressed in macrophages from male and female birds, and induced to a similar extent in all three pooled replicates by 24-h LPS stimulation. It contains the very well studied lysozyme gene, which is known to be profoundly LPS-inducible in the chicken (26), and many other transcripts describe previously in a study of induction of gene expression in HD11 macrophage line by LPS (27). 

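The lysozyme gene LYZ rose from a signal of 61 ± 7.67 to 8737 ± 1753 in macrophages from females and from 78.3 ± 45.9 to 9411 ± 1362 in macrophages from males (mean ± SD, n = 3 pools). These are log2 changes of 7.15 (SE 0.31, adjusted p = 3.73e-07) and 7.05 (SE 0.31, adjusted p = 3.78e-07), and the difference between the sexes was -0.10 (SE 0.43, adjusted p = 0.989). LYZ belongs to a list of antimicrobial and acute-phase effectors, of which 26 genes were measured, and 7 rose in each sex while none fell (in females 8 rose and 1 fell, and in males 10 rose and 1 fell, when adjusted over the list alone). Beside LYZ these were AVD, at 3.68 in females and 3.87 in males, the lipocalin gene EXFABP, at 3.35 (SE 0.38) and 3.03 (SE 0.38), SAA, at 3.99 and 3.57, the itaconate-forming enzyme ACOD1, at 2.00 (SE 0.21) and 1.71 (SE 0.21), and the complement genes C1S and CFD. Tested against all other genes by camera, the list was higher with LPS in females (adjusted p = 7.16e-06) and in males (adjusted p = 3.49e-07), and with an estimated correlation adjusted p = 0.0509 in females and adjusted p = 0.0225 in males. With the pool as a block, 12 members were higher and 3 lower in females, and 13 were higher and 1 lower in males. On the same arrays the fibroblast and stroma list was also higher with LPS, by a median of 0.70 in females (camera adjusted p = 4.83e-05) and 0.44 in males (adjusted p = 0.00261), with adjusted p = 0.646 and adjusted p = 0.643 with an estimated correlation.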

As noted in previous analyses of the responses of mouse, pig, and human macrophages to LPS (20–22), this late-responsive cluster includes many known feedback regulators of TLR4 signaling, such as *Batf3*, *Dusp1*, and *Nfkbia.* As in mammals, the LPS-induced cluster does contain both the type 1 (*Ifnar1*) and type II (*Ifngr2*) IFNRs. However, the known IFN-induced genes are absent from this set of LPS-induced genes, suggesting either that the MyD88-independent pathway was not activated in chicken BMDM, or that the two sexes differ in their response. 

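The transcription factor gene BATF3 rose by 1.61 (SE 0.22, adjusted p = 0.00139) on the log2 scale in females and 2.38 (SE 0.22, adjusted p = 1.20e-04) in males, the MAP kinase phosphatase gene DUSP1 by 1.73 (SE 0.22) and 1.33 (SE 0.22), and NFKBIA, which encodes the NF-κB inhibitor IκBα, by 0.87 (SE 0.12) and 1.17 (SE 0.12). Of 34 measured feedback regulators of TLR4 signaling, 10 were higher and 3 lower in females (13 and 3 when adjusted over the list alone), and 11 were higher and 4 lower in males (16 and 4 over the list alone). SOCS3, an inhibitor of cytokine receptor signaling, rose by 3.65 (SE 0.16) in females and 3.64 (SE 0.16) in males. A probe set of TNIP3, an inhibitor of NF-κB activation, lay below the background limit on every resting array and was at least 14.0-fold higher with LPS in females and at least 16.2-fold in males. Such a bound sets the mean of the brighter group against the limit on the dimmer group's arrays. Another TNIP3 probe set had log2 changes of 0.34 (SE 0.11) in females and 0.56 (SE 0.11) in males. DUSP4, DUSP6 and SOCS2 fell in both sexes, SOCS2 with log2 changes of -1.43 (SE 0.26) and -1.39 (SE 0.26). By camera the list was higher in females (adjusted p = 7.16e-06) and males (adjusted p = 4.67e-08), and with an estimated correlation adjusted p = 0.0740 and adjusted p = 0.0225. The change of fibroblast and stroma genes on these arrays was positive for 22 of 22 in females and 21 of 22 in males. The type I IFN receptor gene IFNAR1 rose by 0.65 (SE 0.12, adjusted p = 0.00730) in females and 0.64 (SE 0.12, adjusted p = 0.00895) in males. IFNGR2, of the type II receptor, was at 0.39 (SE 0.11, adjusted p = 0.0505) in females, with adjusted p = 0.0113 when the pool was a block, and at 0.46 (SE 0.11, adjusted p = 0.0272) in males. Of 9 measured genes of IFNs and their receptors, 3 were higher in females (4 over the list alone) and 4 in males (6 over the list alone), none was lower, and these included IFNAR2 and IL10RB in both sexes (camera adjusted p = 0.00232 in females and 4.36e-05 in males, and adjusted p = 0.0823 and adjusted p = 0.0225 with an estimated correlation).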

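Of 39 measured genes of an interferon response list, 1 rose with LPS in both sexes. At the share of all tested probe sets that rose in both, 0.647 would. The gene was CD274, a ligand of the inhibitory receptor PD-1, at 1.01 (SE 0.22, adjusted p = 0.0137) in females and 1.10 (SE 0.22, adjusted p = 0.0106) in males. The transcription factor gene IRF8 fell in both, with log2 changes of -0.64 (SE 0.09, adjusted p = 0.00107) and -0.58 (SE 0.09, adjusted p = 0.00212). In females the only other member past the threshold was CMPK2, a mitochondrial nucleotide kinase, with a change of -1.85 (SE 0.33, adjusted p = 0.00567). In males 7 members rose and IRF8 alone fell (8 and 1 when adjusted over the list alone), among them IRF9, at 0.51 (SE 0.11, adjusted p = 0.0194). As 25 of the 39 genes stand in Supplemental Table IB, which the study chose on these samples, the direction of the list is not independent evidence. By camera the list was lower with LPS in females (adjusted p = 0.0271) and higher in males (adjusted p = 7.81e-04), and with an estimated correlation adjusted p = 0.844 and adjusted p = 0.643. The male minus female change was positive for 36 of the 39 members, with a median difference of 0.50 (camera adjusted p = 4.13e-12, and adjusted p = 0.374 with an estimated correlation), but past the threshold for none of them over all probe sets (4 over the list alone). Of the fibroblast and stroma list FN1, encoding fibronectin, rose with LPS in females, by 0.61 (adjusted p = 0.0390). With the pool as a block, 4 members of the interferon response list were higher and 18 lower in females, and 14 were higher and 2 lower in males. The male minus female change was then positive and past the threshold for 8 of its members. The camera call of the interferon response list in females was lost without single arrays, with adjusted p = 0.851 without the LPS array of female pool 2.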

One obvious possibility was that these genes would be more highly induced in the male cells because of the presence of the IFN clusters on the Z chromosome, but the only cluster conforming to that pattern, cluster 369, contained only three genes. Of these, only the chemokine gene annotated as IL8 (CXCL1; ∼2-fold more inducible in males, from a similar basal level to females) was highly expressed and has a known function.

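The probe set taken for this gene, annotated IL8L1 with the alias CXCL1, had a signal of 94.3 ± 18.0 in resting females and 92.7 ± 14.5 in resting males, and of 221 ± 9.68 and 431 ± 44.6 with LPS (mean ± SD, n = 3 pools). It rose by 1.24 (SE 0.14, adjusted p = 3.83e-04) on the log2 scale in females and 2.22 (SE 0.14, adjusted p = 8.62e-06) in males. The response was 1.97-fold larger in males, a log2 difference of 0.98 (SE 0.20, adjusted p = 0.815), or adjusted p = 0.140 with the pool as a block. The sexes differed by 0.02 (SE 0.14, adjusted p = 0.974) at rest, as female minus male, and by -0.96 (SE 0.14, adjusted p = 0.00466) with LPS. A second IL-8-like chemokine gene, IL8L2, rose by 2.22 (SE 0.24) in females and 2.78 (SE 0.24) in males. IL1B, which encodes IL-1β, was at 0.21 (SE 0.13, adjusted p = 0.338) in females and 0.90 (SE 0.13, adjusted p = 0.00182) in males, and with LPS it was higher in males (female minus male -0.73, SE 0.13, adjusted p = 0.0153). Of 24 measured inflammatory cytokines and chemokines, 7 rose and 1 fell in females (8 and 2 when adjusted over the list alone), and 10 rose and none fell in males (13 and 1 over the list alone). By camera the list was higher with LPS in females (adjusted p = 1.80e-04, and adjusted p = 0.0509 with an estimated correlation) and in males (adjusted p = 9.10e-09, and adjusted p = 0.00724). With the pool as a block, 8 members were higher and 3 lower in females and 12 higher and 1 lower in males, and of the fibroblast and stroma list 18 and 13 were higher. The median male minus female change of the list was 0.19 (adjusted p = 8.69e-05, and adjusted p = 0.0593 with an estimated correlation), positive for 17 of 24 members, with none past the threshold over all probe sets (3 over the list alone).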

**FIGURE 1.**
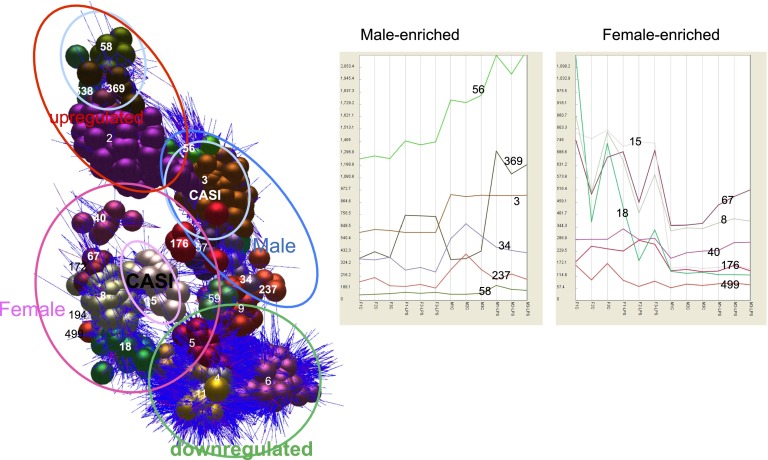
Network analysis of the gene expression profiles of male and female BMDM. Pools of bone marrow cells, each from five newly hatched male or female birds, were cultured in chCSF1 for 7 d, harvested, and cultured for an additional 24 h with or without LPS. mRNA was isolated and analyzed using Affymetrix expression arrays. The sets of coexpressed genes were identified using the network analysis tool Biolayout Express^3D^. The results are displayed in three dimensions, with nodes within each cluster given a common color, and each node joined by edges in blue. At *left*, the dataset clearly separates into four broad clusters, genes that are upregulated or downregulated by LPS to the same extent in each sex, and sets of genes that display female-, or male-enriched expression patterns. The clusters labeled cell autonomous sex identity (CASI) are largely encoded on the sex chromosomes. The panels at *right* show the average expression profiles of genes within distinct clusters showing male- or female-specific expression. From *left to right*, there are three control female samples (F1C, F2C, and F3C), then corresponding samples with LPS (F1-LPS, F2-LPS, and F3-LPS), three control males samples (M1-C, M2-C, and M3-C), and the corresponding samples treated with LPS (M1-LPS, M2-LPS, and M3-LPS).

**FIGURE 2.**
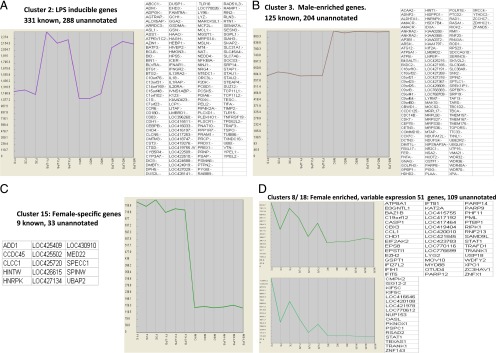
Gene expression profiles of clusters of coregulated genes in chicken BMDM. The figures show the average expression profiles of selected clusters of biological interest derived from the data in Fig. 1. From *left to right* in each panel, there are three control female samples (F1C, F2C, and F3C), then corresponding samples with LPS (F1-LPS, F2-LPS, and F3-LPS), three control males samples (M1-C, M2-C, and M3-C), and the corresponding samples treated with LPS (M1-LPS, M2-LPS, and M3-LPS). In each panel, the box at *right* lists the annotated transcripts within each cluster.

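In resting cultures 240 probe sets were higher in macrophages from males than from females, and 280 in cultures with LPS (limma, n = 3 pools per group). TOMM5, a part of the mitochondrial import channel, was 2.51-fold higher in resting males (female minus male log2 difference -1.33, SE 0.12, adjusted p = 2.46e-04), and the zinc transporter gene SLC30A5 was 2.22-fold higher (-1.15, SE 0.16, adjusted p = 0.00256). RASA1, a Ras GTPase-activating protein, was 2.16-fold higher at rest and 2.07-fold with LPS, and LYRM7, an assembly factor of respiratory complex III, 2.02-fold and 2.65-fold. The largest difference with LPS was that of the centrin gene CETN3, at 2.77-fold (-1.47, SE 0.09, adjusted p = 3.73e-06), followed by LYRM7 and by SRFBP1, at 2.55-fold (adjusted p = 0.00238). Of these, 12 of the 240 probe sets at rest and 30 of the 280 with LPS differed by at least 2-fold. Without 1 array or pool these counts were 90 to 301 at rest and 129 to 307 with LPS, each lowest without male pool 1.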

Cluster 3 contains ∼330 clone sets, and the average expression profile displays ∼1.5-fold enrichment in all the male-derived samples (Fig. 2B). Many of these transcripts are encoded on the Z chromosome, summarized in detail in Supplemental Table IA. 

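The gene reference of the chicken assembly GRCg7b placed 171 of the probe sets higher in resting males on the Z chromosome, 29 on autosomes and none on W, and gave no place for 40. With LPS it placed 206 on Z, 29 on autosomes and 2 on W, and gave no place for 43. Of those with a place, 85.5% at rest and 87.8% with LPS lay on Z or W. The Z genes included AK6, a nuclear adenylate kinase, which was 2.16-fold higher in males at rest (female minus male log2 difference -1.11, SE 0.15, adjusted p = 0.00243), C9orf72, at 1.76-fold (-0.81, SE 0.10, adjusted p = 0.00178), and the DNA repair gene XPA, at 1.95-fold (-0.97, SE 0.17, adjusted p = 0.0118). Among genes off the sex chromosomes, GUCY1A2, a subunit of soluble guanylate cyclase, was 2.29-fold higher in resting males (-1.19, SE 0.12, adjusted p = 3.95e-04) and NEFL, a neurofilament protein, 2.16-fold (-1.11, SE 0.16, adjusted p = 0.00443). In the other direction, 5 Z probe sets were higher in resting females and 1 with LPS, among them DNAJA1, a heat shock cochaperone, at 0.65 (SE 0.07) at rest. Without male pool 1, 77 Z probe sets were higher in males at rest and 112 with LPS.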

The data confirm the significance of the differential expression, and the tight clustering of relative expression in macrophages from males at an average of 1.63-fold enrichment compared with the female. 

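Over the 54 Z probe sets of Supplemental Table IA, which the study chose on these samples, the median ratio of male to female macrophages was 1.55 at rest and 1.60 with LPS. The quartiles lay at 1.34 and 1.70 at rest and at 1.47 and 1.73 with LPS. The mean of the ratios of linear signals was 1.54 at rest (SD 0.219 across probe sets) and 1.60 with LPS (SD 0.238), with n = 3 pools behind each group mean. MRPL50, of the mitochondrial ribosome, was 2.00-fold higher in resting males (adjusted p = 1.57e-04), and STARD4, a cholesterol carrier, 1.71-fold (female minus male log2 difference -0.78, SE 0.11, adjusted p = 0.00266). The male mean was the higher for 100% of them at rest and 98.1% with LPS, and 39 of the 54 were higher in males by limma over all probe sets in either state, with none higher in females.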

A corresponding small cluster of transcripts (cluster 15; Fig. 2C) derived from the W chromosome was detected only in macrophages from female birds. None of these differentially expressed sex chromosome encoded transcripts in either males or females has a known function in the regulation of innate immune function.

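The HINTW probe set of Supplemental Table IA, for a W-linked relative of the HINT1 hydrolase, had a signal of 12451 ± 420.5 in resting macrophages from females and 36.7 ± 9.28 in those from males (mean ± SD, n = 3 pools), a 346-fold difference (adjusted p = 1.65e-11 from limma). A second HINTW probe set was 1.64-fold higher (adjusted p = 0.0305). The probe set of that table for HNRNPKL, an RNA-binding protein gene, was below the background limit on every male array and at least 30.8-fold higher in resting females (adjusted p = 7.08e-09). Another HNRNPKL probe set was below the limit on 1 of 6 male arrays and 10.1-fold higher. SPIN1L, related to spindlin, was below the limit on all male arrays and at least 10.0-fold higher (adjusted p = 1.90e-10). LOC430910, which Supplemental Table IA lists as BTF3, was above the limit on all male arrays and 11.4-fold higher in resting females (adjusted p = 2.95e-07). All 8 W probe sets of the table were higher in females at rest and with LPS, every female array lay above every male array for each, and 5 of the 8 were below the limit on all 6 male arrays. Of the 29 tested probe sets that the gene reference places on W, 19 were higher in females at rest and 16 with LPS. The 2 of them higher in males with LPS, named after their values were seen, were probe sets of NEDD4L, 1 of them at -0.53 on the log2 scale as female minus male (adjusted p = 0.0362). Both lay above the limit on every male array. As females are the ZW sex, a signal in males cannot come from W. What these probe sets measure in males was not tested. On the whole array, 19 probe sets were above the limit on all 6 female arrays and on no male array, 11 of them on W, and none showed the opposite.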

The reason why known IFN-inducible genes are absent from the common LPS-induced cluster (cluster 2) is that they formed two separate clusters (clusters 8 and 18; Fig. 2D), in which the expression was higher in macrophages from female than male birds, and was also significantly different between the individual pools from females. 

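In resting macrophages, 18 of the 39 measured genes of the interferon response list were higher in females, none was higher in males and 21 did not pass the test (30 were higher when adjusted over the list alone), with a median log2 difference of 1.07 (limma, n = 3 pools per sex). IFIT5, an antiviral RNA-binding protein, was higher by 6.00 (SE 0.52, adjusted p = 1.44e-04), OASL, of the oligoadenylate synthetase family, by 4.62 (SE 0.62, adjusted p = 0.00256), IFI6 by 4.52 (SE 0.84, adjusted p = 0.0192) and TRIM25, a ubiquitin ligase of RNA sensing, by 1.24 (SE 0.14, adjusted p = 6.42e-04). MX1, a dynamin-like antiviral GTPase, was at 3.59 (adjusted p = 0.0522). With LPS, 2 members were higher in females, IFIT5 at 2.60 (SE 0.52, adjusted p = 0.0320) and IRF7 (12 over the list alone), with a median of 0.57. Most of these genes stand in Supplemental Table IB, which the study chose on these samples, so the direction is not independent evidence. By camera the list was higher in females at rest (adjusted p = 1.16e-30) and with LPS (adjusted p = 1.78e-11), and with an estimated correlation adjusted p = 0.208 and adjusted p = 0.714. The level of the list, as the median of its members' deviations from their means over all 12 arrays, was 0.88, 0.07 and 0.64 in resting female pools 1, 2 and 3 and -0.58, -0.65 and -0.50 in the male pools (exact permutation test, two-sided, p = 0.1, the smallest that 3 pools against 3 allow). Female pool 2 was the lowest of the resting female pools for 32 of the 39 genes, and in it the fibroblast and stroma list was the highest, at 0.57 against -0.60 in pool 1 and -0.66 in pool 3. The osteoclast and giant cell list also differed between the sexes at rest, with a median female minus male difference of -0.50 (camera adjusted p = 2.91e-04, and adjusted p = 0.333 with an estimated correlation). The number of members of the interferon response list higher at rest was 10 without female pool 1 or 3, 28 without female pool 2 and 7 without any 1 of the male pools. The paper reasons that the pattern in females weighed most in the correlation used for clustering and so hid the induction of many of these genes by LPS in males.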

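Supplemental Table IB holds 54 probe sets, chosen by the study on these samples. With LPS, 10 of them rose and 1 fell in macrophages from males (12 and 1 when adjusted over the table alone), with a median log2 change of 0.24 (limma, n = 3 pools per group). Those that rose included MRGPRH, a G protein-coupled receptor, at 1.11 (SE 0.21, adjusted p = 0.00839), and EPSTI1, an interferon-induced gene, at 1.37 (SE 0.32, adjusted p = 0.0233). In females 2 rose and 7 fell (3 and 13 over the table alone), with a median of -0.35. SLBP, the histone stem-loop binding protein, fell by 1.39 in females (adjusted p = 0.00978), and MCTP2, listed there as LOC426324, fell by 1.61 in females (adjusted p = 2.44e-04) and by 0.85 in males (adjusted p = 0.0122). With the pool as a block, 21 rose and 4 fell in males and 5 rose and 29 fell in females. The male minus female change was positive for 48 of the 54, with a median difference of 0.69, past the threshold for none over all probe sets, for 10 over the table alone and for 12 with the pool as a block. Without 1 array or pool, the number that rose in males was 3 to 15, lowest without male pool 1, and the number that fell in females 2 to 19, lowest without female pool 3, and both were highest without female pool 2.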

The expression pattern in females has a dominant influence on the correlation coefficient that underlies the clustering method, and obscured the fact that many of these genes are, in fact, LPS-inducible in males. Supplemental Table IB summarizes the data for all of the genes that were significantly more highly expressed in the macrophages from females, and Supplemental Table IC summarizes a GO analysis, highlighting the clear enrichment in known IFN-responsive transcripts. 

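Of the probe sets of Supplemental Table IB, 46 were higher in resting females over all probe sets tested and every one of the 54 when adjusted over the table alone, which is not independent evidence, since the study chose the table on these samples. The probe set listed there for SAMD9L, an antiviral gene, was below the background limit on all male arrays and at least 8.15-fold higher in resting females (adjusted p = 0.00557). The other SAMD9L probe set was at 0.02 (adjusted p = 0.948) on the log2 scale. LOC770612 was higher by 3.40 (SE 0.35, adjusted p = 4.35e-04). RNF213, a large ubiquitin ligase, was at 1.86 (adjusted p = 0.0122) and DHX58, a sensor of viral RNA, at 1.42 (adjusted p = 0.0131). The gene reference places 3 of the probe sets on W, and over the other 51 the median log2 difference was 1.39, where it was 1.48 over all. With LPS, 10 were higher in females, or 36 over the table alone, with a median of 0.78. The number higher at rest was 16 without male pool 1, and moved by more than 1.5 times in 10 of the 18 cases of 1 array or pool left out.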

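Supplemental Table ID lists 14 genes, of which 11 were higher in resting females than in resting males over all probe sets and 14 when adjusted over the table alone (limma, n = 3 pools per group). With LPS, 8 rose in males (12 over the table alone, and all 14 with the pool as a block) and 1 rose in females, the chemokine gene K123. With the pool as a block, 2 rose and 3 fell in females. LOC424265 rose in males from a signal of 119 ± 17.9 to 283 ± 21.8, beside 310.0 ± 96.0 in resting females (mean ± SD), and MRGPRH from 192 ± 10.8 to 418 ± 65.9, beside 398 ± 102. For IFIT5 the signal was 96.2 ± 31.8 in resting males, 571 ± 117 in males with LPS and 6694 ± 3388 in resting females. LYG2, a goose-type lysozyme, was below the background limit in resting males, at least 4.01-fold higher in males with LPS and at least 17.3-fold higher in resting females. K123 rose by 3.16 (SE 0.20, adjusted p = 8.62e-06) on the log2 scale in males and 1.98 (SE 0.20, adjusted p = 2.06e-04) in females. The ubiquitin ligase gene DTX3L was at 0.72 (SE 0.21, adjusted p = 0.0624) in males, with adjusted p = 6.71e-04 when the pool was a block, and the RNA sensor gene IFIH1 at 0.55 (SE 0.37, adjusted p = 0.454), with adjusted p = 0.00702. Set against resting females over all probe sets, males with LPS were lower for 2 genes, LYG2 and IFIT5, higher for K123 and not past the threshold for 11. When adjusted over the table alone they were lower for 6 (also EPSTI1, IFIH1, LOC417192 and PARP9), higher for K123 and not past the threshold for 7. Over the 14 genes the median of males with LPS minus resting females was -0.58 on the log2 scale, and it was positive for 3. The difference in response between the sexes was past the threshold for 9 of the 14 when adjusted over the table alone, for none over all probe sets and for 5 with the pool as a block, each with the higher change in males. Without male pool 1, 2 of the 14 rose in males over all probe sets, and without the resting array of male pool 3, 5 were higher in resting females.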

Fig. 3 shows the small subset of genes within this set that is inducible by LPS in the BMDM from males to the level seen constitutively in females (see also more detailed descriptions in Supplemental Table ID). A notable member of this set is the inducible feedback regulator of IFN signaling, SOCS1 (18, 19).

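SOCS1 rose in macrophages from males from a signal of 159 ± 42.6 to 454 ± 74.6 (mean ± SD, n = 3 pools), a log2 change of 1.54 (SE 0.24, adjusted p = 0.00265). In macrophages from females it was 334 ± 81.8 at rest and 534 ± 107 with LPS, a change of 0.69 (SE 0.24, adjusted p = 0.0938), with adjusted p = 0.00529 when the pool was a block. The response was larger in males by 0.85 (SE 0.33, adjusted p = 0.908). Resting females were higher than resting males by 1.08 (SE 0.24, adjusted p = 0.0456), and with LPS the difference was 0.23 (SE 0.24, adjusted p = 0.771).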

**FIGURE 3.**
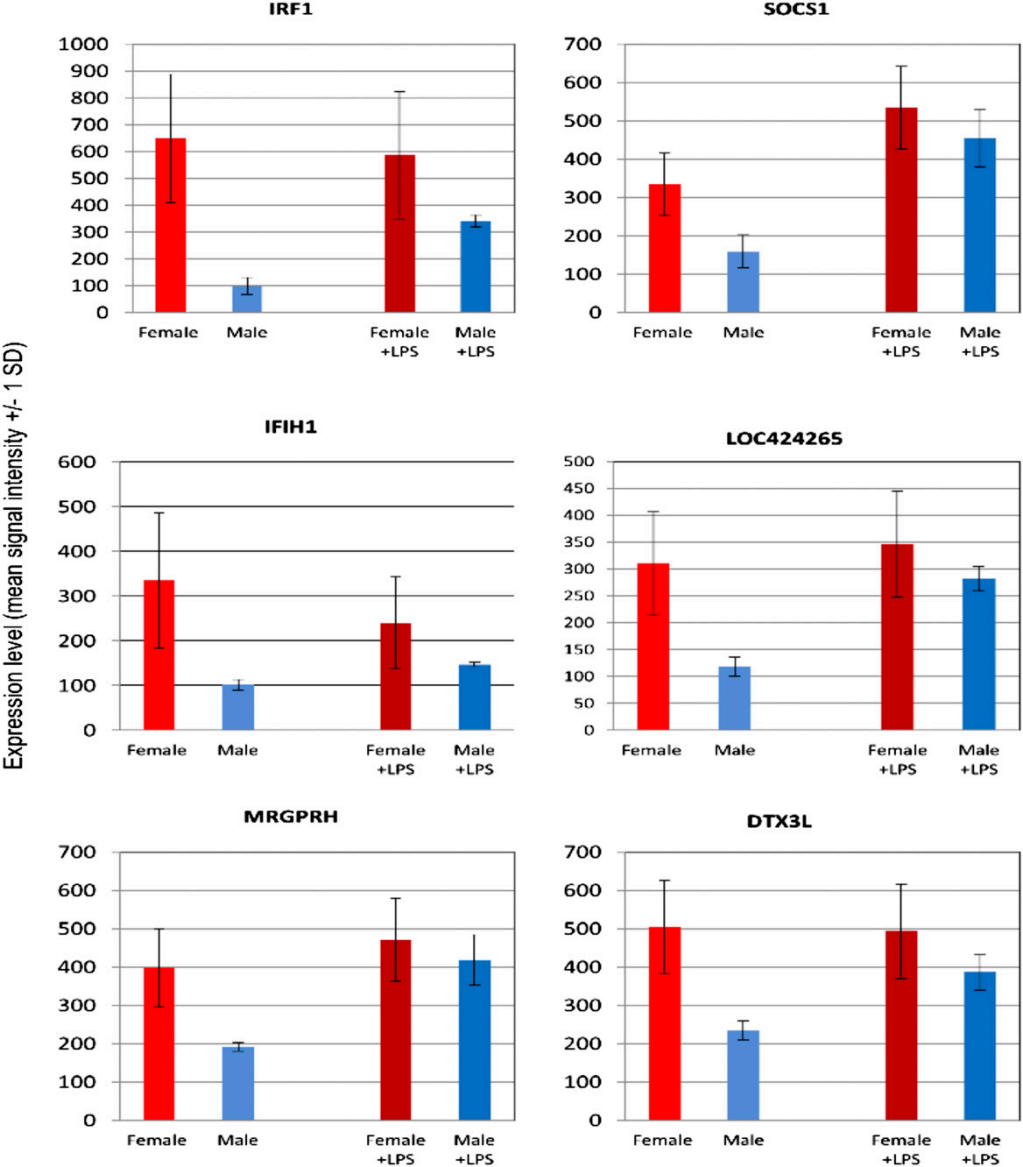
Gene expression profiles of individual LPS-responsive genes in BMDM from male and female birds. Representative expression profiles of a subset of genes expressed constitutively at higher levels in macrophages from female birds and induced in male birds. The results are the average of three separate pools. The primary data, additional annotation and other genes with this profile are provided in Supplemental Table ID.

To summarize, there is a large set of transcripts that distinguishes cells from male and female birds, most of which are associated with the sex chromosomes, and the macrophages of female birds express IFN-responsive genes constitutively.

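At rest 452 probe sets differed between macrophages from males and females, and the gene reference gives a chromosome for 360 of them, of which 195, or 54.2%, lie on Z or W. With LPS 350 differed, and 225 of the 285 with a chromosome, or 78.9%, lie on Z or W. The probe sets higher in females at rest, 212 in all, lay for the most part elsewhere, with 136 on autosomes and 52 with no chromosome given. With LPS 70 were higher in females, 31 of them on autosomes. Other genes higher in resting females included C1R, a complement protease, at 1.28 (SE 0.26, adjusted p = 0.0280) on the log2 scale, TLR7, a receptor for viral RNA, at 0.71 (SE 0.12, adjusted p = 0.0112), and its adaptor MYD88, at 0.53 (SE 0.09, adjusted p = 0.0155). The count higher in resting females was 67 without male pool 1 and 310 without female pool 2, and why it moved was not tested.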

### Effect of sex-reversal on sexually dimorphic expression

Despite the common tissue culture environment and the extensive proliferation of progenitors that occurs in the cell culture used to generate BMDM, there is a formal possibility that differential gene expression is an epigenetic consequence of the organizational effects of male and female embryonic hormones. To eliminate this possibility, we produced sex-reversed birds. Sex reversal of the ZW gonad was achieved by treatment with an inhibitor of aromatase enzyme activity (fadrozole), which prevents the production of estrogen from androgens and produces gonadal sex reversal in female birds (28). Eggs were injected with either fadrozole ([1 mg/egg] or with PBS on day 3 of incubation [H&H Stage 18]) and then reincubated for an additional 11 d to collect bone marrow. Gonads from genetic female embryos treated with fadrozole expressed the testis-associated marker Sox9, showed reduced levels of the aromatase enzyme, and acquired the gross morphology and internal structures (sex cords) typical of a developing testis (Fig. 4). The Affymetrix Chicken Gene 1.0 ST Array was used to monitor gene expression in macrophages from male, female, and sex-reversed female embryos. In effect, this is a complete replication of the analysis, albeit using marrow from an earlier developmental stage. The complete datasets are provided in Supplemental Tables II and III. Fadrozole had no significant effect on the expression of the Z chromosome genes, which continued to be expressed in a sexually dimorphic fashion in male and female macrophages derived from sex-reversed embryos (Supplemental Table IIIB). Crucially, the female-biased expression of IFN-target genes was not suppressed (masculinized) by altering the embryonic hormonal environment from female to male (Supplemental Table IIIC).

**FIGURE 4.**
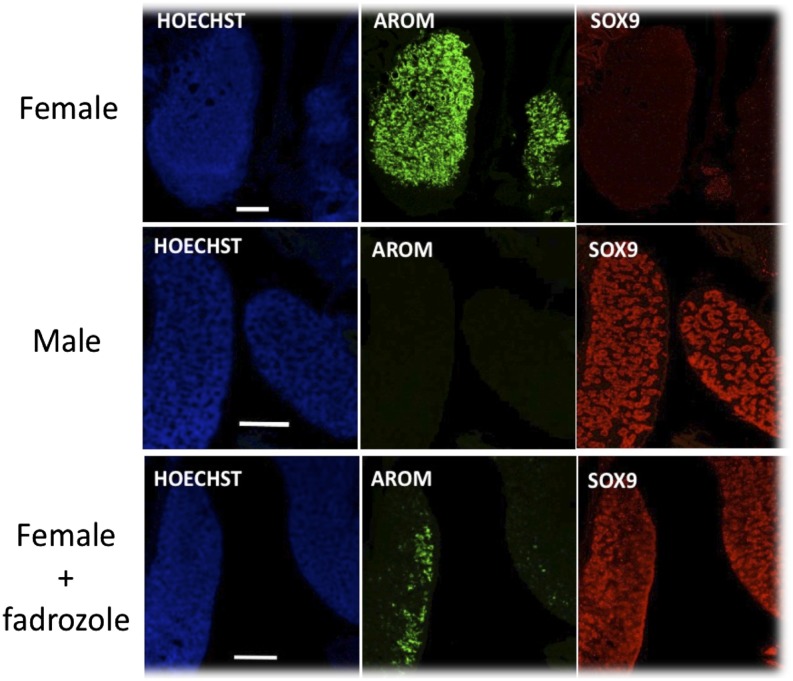
Effect of fadrozole on expression of sex-specific proteins in the chick embryo gonads. Panels show images generated from histological sections through the left and right gonads of a PBS-treated female embryo, the left and right gonads of a PBS-treated male embryo, and the left and right gonads of a fadrozole-treated female embryo. Images show each section stained with the nuclear dye, Hoechst (blue), and immunostained for expression of Aromatase (green) and SOX9 (red). Fadrozole-treated female gonads clearly adopt a testicular morphology and show reduced levels of aromatase and obvious expression of the male-specific SOX9. Scale bars, 20 μm.

## Discussion

Although there have been a number of reports on the transcriptomic response of chicken macrophage cell lines to LPS (27), to our knowledge, this is the first study of primary chicken BMDM that illustrates their use as a system. In mouse (21) and pig (23), analysis of BMDM provided a system in which cells from different individuals or strains can be assayed in a common culture system, removed from effects of other cell types or environment. The response to LPS in macrophages is a complex transcriptional cascade (21, 29–31), starting with immediate early genes transcribed from poised RNA-pol II complexes and followed by induction of downstream targets by the early gene products (32). Those products include both inducible transcription factors and autocrine regulators including the many proinflammatory cytokines.

At the same time, there is the induction of a large cohort of feedback regulators, so-called inflammation suppressor genes (33), which will eventually damp the inflammatory response and return the cells by 18–24 h to a new steady state that is resistant to further stimulation by LPS. In the current study, we focused specifically on that later 24-h time point. By that time, we noted the induced expression of some 600 transcripts that were shared by macrophages from males and females, including many of the known feedback regulators. No doubt there are many more such regulators among the large set of genes on the array platform that await informative annotation.

A recent eQTL analysis of the response of human peripheral blood monocytes to LPS identified a cohort of genes induced at 24 h that was correlated in trans with sequence variation at the IFN-β locus (34). In mammalian (18, 21) and avian (27) macrophages, IFN-β is an immediate early gene and induced transiently by LPS; we anticipated that measurement of the downstream target genes would provide a more sensitive indication of any differential regulation of the pathway between male and female macrophages as a consequence of the presence of the IFN cluster on the Z chromosome. 

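The transcription factor gene IRF1 had a signal of 648 ± 238 in resting macrophages from females and 98.3 ± 31.9 in those from males (mean ± SD, n = 3 pools), a log2 difference of 2.69 (SE 0.35, adjusted p = 0.00239) from limma. IRF7 had 571 ± 138 in females and 188 ± 26.2 in males, a difference of 1.58 (SE 0.16, adjusted p = 4.66e-04). With LPS IRF7 was still higher in females, by 1.09 (SE 0.16, adjusted p = 0.00473), while IRF1 was at 0.68 (SE 0.35, adjusted p = 0.487). The log2 change of IRF1 with LPS was 1.84 (SE 0.35, adjusted p = 0.00918) in males and -0.16 (SE 0.35, adjusted p = 0.816) in females, and the response in males exceeded that in females by 2.01 (SE 0.50, adjusted p = 0.908), or adjusted p = 0.00444 with the pool as a block. For IRF7 the change was 0.15 (SE 0.16, adjusted p = 0.677) in males and -0.35 (SE 0.16, adjusted p = 0.209) in females. Of the related genes, IRF8 differed by 0.29 (SE 0.09, adjusted p = 0.151) at rest and IRF9 by 0.43 (SE 0.11, adjusted p = 0.0962).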

The pattern we observed was the direct reverse of the anticipated outcome; the macrophages from the female birds expressed many known IFN-responsive genes constitutively, associated with relatively higher expression of the IFN-responsive transcription factors IRF1 and IRF7 (Supplemental Table IB). We were not able to detect IFN-β mRNA by quantitative RT-PCR in either male or female cells (data not shown) or on the arrays. However, like the response to LPS, the response to exogenous type 1 IFN in mouse macrophages is transient and is subject to inducible feedback control, notably by SOCS1 (18, 21). 

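No probe set carried a symbol listed for the IFN-β or IFN-α genes in the annotation used here, in which 11094 probe sets have no symbol, so their mRNA was not analysed here. The probe set of the IFN-ω gene IFNW1, which lies on Z, was below the background limit on all 12 arrays, with mean signals of 8.78 in resting females and 8.23 in resting males and of 8.01 and 8.35 with LPS (n = 3 pools). The type III IFN gene IFNL3A was above the limit on all arrays, at 44.3 ± 7.72 in resting females and 47.3 ± 0.161 in resting males (mean ± SD), and its log2 change with LPS was 0.19 (SE 0.12, adjusted p = 0.347) in females and 0.02 (SE 0.12, adjusted p = 0.959) in males. The receptor genes IFNAR2 and IL10RB rose in both sexes, IFNAR2 by 0.41 (SE 0.10, adjusted p = 0.0230) in females and 0.44 (SE 0.10, adjusted p = 0.0179) in males and IL10RB by 0.46 (SE 0.09, adjusted p = 0.00749) and 0.49 (SE 0.09, adjusted p = 0.00617).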

Interestingly, commonly used mouse strains, C57BL/6 and BALB/c also differ in the basal expression of many known IFN-responsive genes, an observation that has been attributed to low level constitutive expression of IFN-β in the C57BL/6 line (21). Accordingly, we suggest that the underlying mechanism is that BMDM of the chicken, like those of the mouse, produce endogenous IFN at low levels. In males, with the entire cluster of type 1 IFN genes on the Z chromosome, the level of expression induces both a larger initial response and a more complete shutdown. In females, the lower expression of IFN also produces a less-effective induction of feedback regulators, and the overall induction of IFN target genes is sustained. However, it is also possible that other Z chromosome– or W chromosome–encoded transcripts contribute to the shutdown of IFN-responsive genes in males or their sustained induction in females.

We can only infer that the differential expression of the IFN-responsive genes in females underlies their greater resistance to pathogens. Most studies of avian infectious disease susceptibility, including studies of pathogen-induced gene expression use mixed populations of males and females and made no distinctions between their responses. Similarly, we do not have direct evidence that the differences in expression of IFN-responsive gene expression are due to lack of dosage compensation on the Z chromosome. The original study that localized the genes to the Z chromosome addressed this question but could not demonstrate differences in IFN production between the sexes because of a high degree of variation in virus-induced expression between individuals of both sexes (35). Interestingly, even though we examined pools of macrophages from five birds, there was substantial variation between the pools in expression of the IFN-inducible genes as a class (Fig. 2D), which is likely to be associated with variation in the common regulator, IFN. 

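Between the lowest and the highest female pool, the level of the interferon response list differed 1.76-fold at rest and 1.65-fold with LPS, and between the male pools 1.11-fold and 1.07-fold. The median SD of its members between pools was 0.45 on the log2 scale in resting females and 0.40 in females with LPS, and 0.13 and 0.12 in males, where over all probe sets it was 0.13 in resting females and 0.11 in resting males. The SD between resting female pools was 0.94 for IFIT5, 1.89 for IFI6 and 0.62 for IRF1. With LPS the level was 0.64, -0.09 and 0.47 in female pools 1, 2 and 3 and -0.35, -0.25 and -0.27 in the male pools, and female pool 2 was the lowest for 33 of the 39 genes. The fibroblast and stroma list, with 22 measured genes of connective tissue such as collagens and fibronectin, had its highest level in that pool with LPS, at 1.45 against -0.03 and -0.04 in female pools 1 and 3. The difference between pools was not tested.

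**Figure D1:**
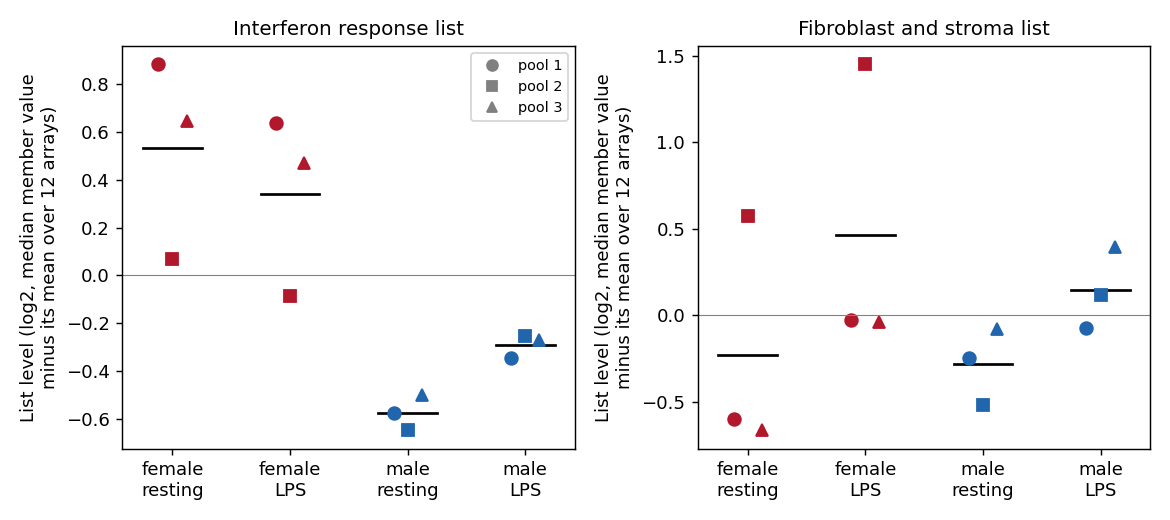
Level of the interferon response list and of the fibroblast and stroma list in each pool (log2, the median of the members' deviations from their means over the 12 arrays), by group, with the mean of the 3 pools as a bar. Female pool 2 is the lowest female pool for the interferon genes and the highest for the fibroblast genes, at rest and with LPS.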

Genes on the Z chromosome have evolved more rapidly than the autosomes in avian species (36). Because functional variation in the single copy of the IFN loci in the female line would immediately impact upon antiviral defense and the vast majority of viruses have evolved mechanism to evade or compromise IFN-mediated defenses (37), one would expect the IFN genes to be especially subject to selection. Chicken BMDM cultured as described herein can be infected with several viral pathogens including Marek’s disease virus and infectious bronchitis virus (IBV). However, despite the basla differences in expression of IFN-responsive genes, we did not observe any difference in the replication of infectious bronchitis virus when macrophages from male and female birds were compared (K.A. Sauter and L. Vervelde, unpublished observations). The BMDM system could be used to assess the impact of genetic variation on the response to viral or bacterial pathogen challenge, or the effect of genetic background as we have done previously in the pig (23). Clearly, such studies in birds would need to examine the responses of male and female birds separately.

The use of sex-reversed birds demonstrated clearly that the sexually dimorphic characteristics are inherent features of male and female macrophages and unrelated to prior gonadal hormone exposure. Aside from the IFN genes, the male and female macrophages differed from each other in their expression of many other genes on the Z and W chromosomes. 

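Outside Supplemental Table IA, 765 tested probe sets lie on Z in the gene reference, and 133 of them were higher in males at rest and 167 with LPS (limma, n = 3 pools per group). Among them was MRPL17, another protein of the mitochondrial ribosome, 1.96-fold higher in resting males (female minus male log2 difference -0.97, SE 0.12, adjusted p = 0.00172). SMC5, a chromosome maintenance protein, was 2.21-fold higher in males with LPS (-1.15, SE 0.16, adjusted p = 0.00350). On W, outside that table, the brighter probe set of UBE2R2L, a ubiquitin-conjugating enzyme gene, was below the background limit on all male arrays and at least 13.4-fold higher in resting females (adjusted p = 1.04e-08), and LOC107049459 was higher by 2.48 (SE 0.33, adjusted p = 0.00242).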

The majority of these genes are also differentially expressed in other embryonic and adult tissues and seem to be the hallmarks of cell-autonomous sex identity (D. Zhao, D. McBride, S. Nandi, and M. Clinton, manuscript in preparation). Our findings would support the proposal by Mank and Ellegren (13) that the limited sex chromosome dosage compensation in birds occurs on a gene-by-gene, rather than a chromosome-wide basis, as appears to be the case for random allelic inactivation on the autosomes in mammals (38). 

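Over all 817 tested probe sets on Z, from 504 genes, the median ratio of male to female macrophages was 1.14 at rest and 1.18 with LPS, and over 19216 on autosomes it was 0.997 and 0.989. For the Z probe sets the 10th percentile was 0.934 and the 90th 1.61 at rest, and these were 0.932 and 1.74 with LPS. The mean in males was the higher for 80.8% of Z probe sets at rest and 76.6% with LPS, and for 48.9% and 45.6% of those on autosomes. AVD lies on Z, and its female minus male log2 difference was 0.18 (SE 0.18, adjusted p = 0.724) at rest. Of the Z probe sets, 16.4% had a ratio above 1.5 at rest and 24.7% with LPS. The median ratio differed with signal. It was 1.07 at rest and 1.03 with LPS in the dimmest of 3 equal parts of the Z probe sets, and 1.33 and 1.41 in the brightest. Compression of dim probe sets by background was not excluded, so the median over all of them may be too low.

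**Figure D2:**
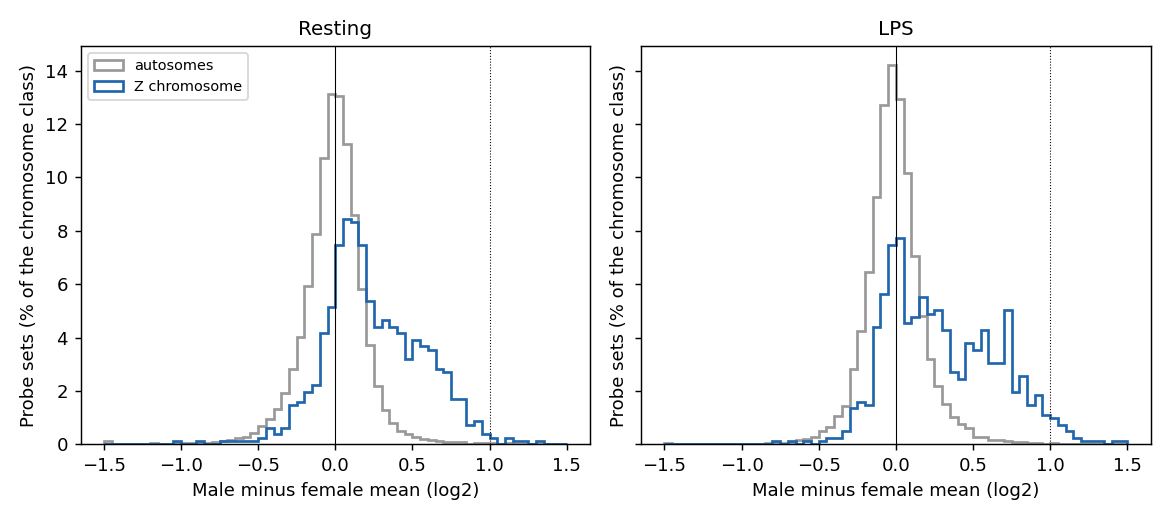
Distribution of the male minus female difference of mean log2 values for probe sets on Z and on autosomes, as percent of the probe sets of each class, at rest and with LPS. Values beyond the ends of the axis are counted in the end bins, the dotted line marks a 2-fold difference, and the Z distribution lies to the right of that of the autosomes.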

None of the genes overexpressed in a male-specific manner has a known immune function, but the female-specific W chromosome–associated genes (Supplemental Table IIB) are significantly enriched for genes that interact with IFN-stimulated gene 15, a ubiquitin-like protein that is conjugated to intracellular target proteins upon IFN activation (39). So, like the mammalian Y chromosome, the avian W could potentially have genes that contribute to immune regulation and certainly does contribute to a novel female macrophage-associated transcriptome.

## Supplementary Material

Data Supplement

# Supplementary material for: Cell-Autonomous Sex Differences in Gene Expression in Chicken Bone Marrow–Derived Macrophages
**Source:** J Immunol. 2015 Jan 30;194(5):2338–44. doi: 10.4049/jimmunol.1401982
**Supplement:** Data Supplement

Legends to Supplementary Tables

Tables S1

Macrophages were differentiated from bone marrow collected from 15 male birds and 15 female birds between 1 and 3 days after hatch. Material from five individual birds was combined and six pools representing three male and three female biological replicates were generated. Cells isolated from bone marrow were cultured in the presence of recombinant chicken CSF-1 for seven days. Microarray (Affymetrix Chicken Genome Array) analysis of gene expression in pools of female (F) or male (M) macrophages grown in standard conditions (controls = C) or in the presence of lipopolysaccharide (treated = LPS).

Genes are identified by information in the first three columns of table: Gene Symbol, Representative Public ID and Probe Set ID. Table shows signal intensity for three pools of female macrophages (Female Control 1-3), three pools of LPS-treated female macrophages (Female +LPS 1-3), three pools of male macrophages (Male Control 1-3), and three pools of LPS-treated male macrophages (Male +LPS 1-3). Table shows mean values for male and female samples and for LPS-treated male and female samples. Male:female ratios are calculated for Control and LPS-treated samples.

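The signals that Supplemental Tables IA, IB and ID print for the hatchling macrophages were set against the deposited values, taken as equal within a relative tolerance of 0.001. All 648 values of Table IB, all 168 of Table ID and all 648 of the Z part of Table IA were equal. Of the 96 values of the W part of Table IA, 65 were equal after 20 units were added, and the other 31 are printed as 0 where the deposited signal was below 20. With 20 units subtracted, the female to male ratio at rest was 43.3 for BTF3, 746 for HINTW and 21.7 for NIPBL, and for NIPBL it was 3.59 on the deposited signals.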

Table S1 provides a separate analysis of genes encoded by the sex chromosomes (S1A) and autosomal genes expressed more highly in macrophages from females than males (S1B) and the functional enrichments associated with the set of female-specific autosomal genes (S1C). Table S1D summarises the subset of those genes that are induced by LPS in the male-derived cells.

Table S2 and Table S3.

a. Expression in macrophages derived from PBS-treated and fadrozole-treated male and female chick embryos.

At day 4 of development, ISA Brown eggs were injected with either 1mg fadrozole (Sigma) in phosphate buffered saline (PBS) (10mg/ml), or with PBS solution alone. Eggs were sealed with tape and re-incubated until day 14 of development and then embryos recovered. Bone marrow-derived

macrophages were generated by culture in CSF1 and subjected to expression profiling. Genes are identified by information in the first four columns of table: Affymetrix Probe set ID, Gene Symbol, Start site and mRNA Accession number. The entire dataset is contained in Table S3. The Table shows the signal intensity for four pools of macrophages from male embryos, four pools of macrophages from female embryos, four pools of macrophages from fadrozole-treated male embryos and four pools of macrophages from fadrozole-treated female embryos.

Table S2 highlights the subset of genes specifically distinguish the male and female birds. S2A examines the differential expression of genes encoded on the sex chromosomes. S2B tabulates the expression of sexually dimorphic interferon-responsive transcripts in macrophages from sex-reversed embryos. Expression levels were compared by Student T-test (p-value).

How the deposited data were processed for this re-analysis (not part of the article)

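Bone marrow-derived macrophages from newly hatched chicks, cultured with or without LPS, were measured on 12 Affymetrix Chicken Genome Arrays, with 3 pools of female birds and 3 pools of male birds, each resting and with LPS, 1 array each. The log2 values were used as deposited by the authors, who made them by RMA, which corrects background, brings the arrays to a common distribution and summarises the probes of a probe set. The submitters' notes name RMA and Affymetrix Expression Console, whose versions are not given in the sources used here, and the paper's methods name the Affymetrix command console with RMA. Of the 38535 probe sets, 96 controls were left out. A probe set was kept when its linear signal lay above the mean of the lowest quartile of signals on the array plus 3 SD of that quartile on at least 3 arrays. A group below this limit on all of its arrays was given only as a bound, the mean of the other group over the limit.

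The labels give opposite sexes in the source name and in the title, description and gender fields of every sample. The title, description and gender fields were used. They were checked against the 8 W probe sets of Supplemental Table IA, for each of which every female array lay above every male array. The same held for 19 of the 29 tested probe sets that the gene reference places on W. Principal component analysis of the kept probe sets gave components with 36.7%, 20.2% and 15.1% of the variance, and both arrays of female pool 2 stood apart on the last of these. To check how the arrays pair, each probe set was centred on its group mean and the resting and LPS arrays of a sex were correlated across probe sets. Arrays of the same number correlated at 0.191 to 0.681 in all 6 pools, and the highest correlation of a pool with another number was 0.0796. The female and male arrays of the same number correlated at -0.281 to 0.0437, so these numbers do not pair.

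The tests were made in R 4.3.3 with limma 3.58.1 and statmod 1.5.0, with lmFit and eBayes on 4 group means (residual degrees of freedom 8, prior degrees of freedom 3.79) and Benjamini-Hochberg adjusted p under 0.05 over the kept probe sets. The contrasts were LPS minus resting in females and in males, the male minus the female response, and female minus male at rest and with LPS, with male LPS minus female resting for the genes of Supplemental Table ID. Genes were named by the probe annotation of the series, which gives 1 symbol for 27168 probe sets, several for 177 and none for 11094. For 26853 probe sets a chromosome was found in a gene reference for the assembly GRCg7b, of which the classes Z, W and autosome were used.

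The 19 gene lists, the contrasts, the filter and the rule for named genes were fixed before the data were examined, when the values of about 130 probe sets had been seen in the paper's supplementary tables. The lists cover the interferon response, interferons and their receptors, feedback regulators of TLR4 signaling, inflammatory cytokines and chemokines, antimicrobial and acute-phase effectors, cell cycle, cholesterol synthesis and uptake, glycolysis and hypoxia, lysosome and phagocytosis, macrophage identity and receptors, antigen presentation, erythroid cells, granulocytes, lymphocytes, fibroblasts and stroma, osteoclasts and giant cells, dendritic cells, thrombocytes and endothelium, and general stress. Each gene stood for its brightest probe set, and each list was tested by camera with a preset correlation of 0.01 between its genes and again with an estimated correlation, with p adjusted over the 19 lists. Named were the genes that the paper names, up to 10 genes with the largest change in each direction past the threshold whose groups do not overlap, up to 4 members of each list with the smallest adjusted p, and probe sets of Supplemental Tables IA, IB and ID, whose values had been seen. The level of a list in a pool is the median over its genes of the deviation from the gene's mean over the 12 arrays. The paper's gene names and probe sets were paired after the data were examined, so for IL8 the values of both IL-8-like genes are given.

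The tests were tried on simulated data of the same size with 200 changed probe sets of 27609. At 1.25-fold, 1.5-fold, 2-fold and 4-fold, 8%, 56%, 88% and 100% were recovered for LPS in females, 18%, 46%, 82% and 98% for LPS in males, 8%, 48%, 96% and 100% for the sex difference at rest and 10%, 56%, 82% and 94% for that with LPS. For the difference in response 2%, 22%, 58% and 98% were recovered. Noise was drawn independently for each probe set from its residual SD, without pools or correlation between genes. These shares therefore describe probe sets drawn at random. Between 0 and 10 unchanged probe sets were called in each of these tests. The alternatives were no filter, a stricter filter, fits of only the groups compared, a trend and robust prior, array weights, the pool or replicate number as a block, the pool as a random effect, quantile normalization, median centring, the unpaired test on linear signals behind the p values of Supplemental Table I, other thresholds, genes in place of probe sets, other ratios for Z, a limit at 5 SD for W, and each array and each pool left out. Interferon response genes outside Supplemental Table IB were added as an alternative after the data were seen. The clusters of the paper were not drawn again, and the sex reversal experiment was not analysed here.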

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

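Of the tests below, that of male cells in a female pool, that of the chromosome table, and the other splits for LPS in each sex and for the difference in response were chosen only after the result was seen. So were the splits that part every pair, and the thresholds by which gene lists were taken up here. Single arrays that stand apart were not tested within the groups of 3.

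By camera with the preset correlation of 0.01, the response of the interferon response list to LPS differed between males and females (adjusted p = 4.13e-12, and adjusted p = 0.374 with an estimated correlation). So did that of the inflammatory cytokine and chemokine list (adjusted p = 8.69e-05, and adjusted p = 0.0593 with an estimated correlation), of the cell cycle list, where the male minus female change was positive for 42 of 47 members (median 0.17, adjusted p = 0.00105, and adjusted p = 0.815 with an estimated correlation), and of the macrophage identity and receptor list, with 20 of 29 (median 0.17, adjusted p = 0.0127, and adjusted p = 0.374 with an estimated correlation). With an estimated correlation, which was 0.438 for the interferon response list and 0.733 for the cell cycle list, none of these lists passed. No member of any of them passed over all probe sets without the block. The result of the cell cycle list, LPS by sex interaction, turned direction without the LPS array of male pool 3 (adjusted p = 0.945, over a range of 6.15e-11 to 0.945 with 1 array or pool left out). The response of 17 probe sets differed between the sexes with the pool as a block, and of 0 with the pool as a random effect. With the block the list tests also passed for the response of the fibroblast and stroma list (adjusted p = 0.164 without it and adjusted p = 9.17e-06 with it) and of the dendritic cell list (adjusted p = 0.123 and adjusted p = 0.0167), each with no member past the threshold. In genes that the paper does not discuss, LPS lowered 5 members of the cell cycle list in females and 4 in males, lowered 6 members of the cholesterol list in females and 8 in males, and raised 7 members of the macrophage identity and receptor list in males.

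Interferon response genes were higher at rest in female pools (18 of 39 past the threshold, camera adjusted p = 1.16e-30, and adjusted p = 0.208 with an estimated correlation), with a wide spread between those pools. Male cells mixed into female pool 2, where these genes were lowest, are argued against by the W probe sets of Supplemental Table IA, whose median in that pool lay at -0.18 on the log2 scale relative to the mean of the other female pools, where such a mixture was set to give a value below by at least 0.5. Another cell type stays open, because the fibroblast and stroma list had a range of 1.24 between the resting female pools, wider than that of the interferon list (0.82), though with another order of pools and its highest level in the pool of the lowest interferon genes, and because the osteoclast and giant cell list also differed between the sexes at rest (median -0.50, adjusted p = 2.91e-04, and adjusted p = 0.333 with an estimated correlation). A choice of genes by the study on these samples also stays open in part, since the 14 list members outside Supplemental Table IB had a median difference of 0.34, with 12 of them higher in females, none past the threshold over all probe sets, 7 over these members alone, and adjusted p = 2.63e-05 by camera or adjusted p = 0.0659 with an estimated correlation. On these 12 arrays the sex of the birds, the parents of the pools and exposure before hatching were not tested apart. From these arrays alone a difference by sex therefore remains a hypothesis. The paper's sex reversal experiment, on other embryos and another array, was not analysed here. The paper reports that the higher expression of IFN targets in females persisted in it.

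The change of interferon genes with LPS was lower in females, where its median was negative, than in males. A signal near the top of the scale in resting females is argued against, as 2.56% of the members had a resting female mean above the 99th percentile of the kept probe sets. A single pool is argued against too, because the median difference in response was 0.50 over all pools and its lowest value with 1 pool left out was 0.43, without male pool 2, and without any of the female pools at least 0.47. What stays open is the higher resting level in females, which enters this difference and cannot be set apart from it by the design.

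Z genes had a male to female ratio well under 2. The mean in males at rest was the higher for 80.8% of Z probe sets and for 48.9% of those on autosomes. This argues against a wrong chromosome for most of the Z probe sets, if misplaced ones behave as those on autosomes. A wrong chromosome for a smaller part stays open, because the share could then be as high. Of the 29 tested probe sets placed on W by the same reference, 19 were higher in females at rest. Compression of dim probe sets by background stays open in part, since the median ratio at rest was 1.33 in the brightest of 3 equal parts of the Z probe sets and 1.07 in the dimmest. No biological explanation of the ratio was tested.

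The arrays were also split in other ways. For probe sets that responded to LPS alike in both sexes, 1 of 100 drawn joint splits within the sexes, the real one, gave as many (1199, and 0 for the highest other split). The arrays of a pool are paired, and of the 32 joint splits that part the arrays of every pool the real one alone gave as many (a share of 0.0313, and 0 for the highest other split). This argues against chance but does not exclude it. The share is the smallest that 32 splits allow, and these splits were chosen after the result was seen. The other splits put both arrays of some pools in the same group. For the single comparisons the 10 splits are too few for a share under 0.05. The real split gave 2482 probe sets for LPS in females and the highest other 2, and among the 4 splits that part the pairs 0. It gave 2035 for LPS in males against 0, 452 for the sex difference at rest against 1, 350 for that with LPS against 0, and 0 for the difference in response in each of the 10 splits. For the interferon response list at rest the camera p, unadjusted, was 6.10e-32, with 1.33e-14 for the smallest of the other splits.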

How the results depend on the processing

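Across the 31 main results and 928 alternative values, 686 kept direction and side of the threshold or stayed within the stated bounds, 228 moved, 14 lost the call and 0 turned direction. Most main results are counts, which could only stay within 1.5 times or move. A lost call was possible only for the list tests, and a turn of direction only for list tests and ratios. All of these alternatives except the interferon genes outside Supplemental Table IB were planned. Why a count moved was not tested. No filter or a stricter filter, a trend and robust prior, quantile normalization and median centring left the counts within 1.5 times those given. Signal over background limits what can be said of dim probe sets, and a limit at 5 SD left the W probe sets of Supplemental Table IA below it on all male arrays at 5.

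The values that follow are for LPS in females higher, lower, LPS in males higher, lower, in both sexes higher and lower. As a block, the pool gave 1914, 2964, 1664, 2236, 1004 and 1474, and as a random effect it gave 1698, 2766, 1460, 2179, 795 and 1357. The supplement's test, unpaired on linear signals and unadjusted as there, gave 2049, 2746, 2407, 3309, 772 and 1296, and with the adjustment, which the supplement does not make, 15, 22, 202, 262, 6 and 3. At adjusted p under 0.01 they were 331, 620, 343, 380, 215 and 247, and at 2-fold or more 151, 196, 199, 115, 125 and 80. Fits of only the groups compared gave 370 and 752 in females and 296 and 451 in both sexes. Array weights gave 1250 higher in males, with the lowest weights for female LPS pool 2 (0.53) and female resting pool 1 (0.60). Counted as genes there were 546 higher and 1019 lower in females, 528 and 764 in males and 468 lower in both. The male minus female change was positive for 16 and negative for 1 with the pool as a block, and 0 and 0 passed with the pool as a random effect.

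For the sex difference, the values are higher in females and in males at rest, then higher in females and in males with LPS. The supplement's test gave 1470, 1536, 1310 and 1335 unadjusted and 6, 11, 4 and 21 adjusted. At adjusted p under 0.01 there were 75, 107, 30 and 145, at 2-fold or more 82, 12, 31 and 30, and with only the groups compared 135, 133, 40 and 178. The replicate number as a block gave 260, 252, 67 and 258, though these numbers do not pair between the sexes. Array weights gave 141 higher in females with LPS, and genes counted 137 higher in females at rest, 42 in females with LPS and 186 in males with LPS. Z probe sets higher in males at rest were 105 with only the groups compared, 307 by the supplement's test unadjusted, 9 adjusted, 91 at p under 0.01 and 6 at 2-fold, and with LPS 334, 19, 128 and 22 by the last 4. The W probe sets of Supplemental Table IA numbered 3 at rest and 1 with LPS by the supplement's test adjusted. Over all Z the ratio was 1.08 at rest and 1.08 with LPS without a filter, 1.21 and 1.27 as the mean of linear ratios and 1.26 and 1.29 after 20 units were subtracted.

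Of Supplemental Table IB, the supplement's test adjusted gave 0 and p under 0.01 gave 21 higher in resting females. Higher with LPS in males were 17 with only the groups compared, 21 with the block, 20 by the supplement's test unadjusted and 3 adjusted, and lower in females 2 with only the groups compared, 4 with array weights, 29 with the block, 15 with the random effect, 3 by the supplement's test unadjusted, 0 adjusted and 3 at p under 0.01. Of Table ID, 0 by the supplement's test adjusted and 6 at p under 0.01 were higher at rest, and 13, 14, 14 and 3 rose in males with only the groups compared, the block, the supplement's test unadjusted and adjusted. The adjusted p of the interferon response list with LPS in females was 0.0676 with only the groups compared, 0.428 with array weights, 0.844 with an estimated correlation and 0.719 for members outside Table IB. With an estimated correlation it was 0.643 for LPS in males, 0.374 for the difference in response, 0.208 for the sex difference at rest and 0.714 for that with LPS, and for members outside Table IB 0.326 in males and 0.0780 for the difference.

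With each array or pool left out in turn, the ranges were as follows. LPS in females gave 344 to 821 higher and 611 to 1678 lower, in males 256 to 1102 and 276 to 1495, in both 209 to 472 and 228 to 701, and the difference in response 0 to 2 in males and 0 to 1 in females. The sex difference gave 67 to 310 in females and 90 to 301 in males at rest, and 31 to 117 and 129 to 307 with LPS. Z probe sets ranged from 77 to 175 and 112 to 211, and W stayed at 8. Table IB gave 16 to 52 at rest, 3 to 15 higher in males and 2 to 19 lower in females, and Table ID 5 to 13 and 2 to 12. The Z ratios were 1.51 to 1.61 and 1.57 to 1.62 in Supplemental Table IA and over all Z they were 1.14 to 1.17 at rest and 1.17 to 1.2 with LPS. Adjusted p of the interferon list ranged from 3.49e-06 to 0.851 for LPS in females, 1.78e-06 to 0.00460 in males, 1.70e-27 to 4.39e-06 for the difference, 3.25e-50 to 1.48e-23 for sex at rest and 6.95e-35 to 7.51e-07 with LPS. The cell cycle list, LPS by sex interaction, turned direction without male LPS replicate 3 (adjusted p = 0.945, over a range of 6.15e-11 to 0.945), and the fibroblasts and stroma list, sex difference with LPS, without female pool replicate 2 (adjusted p = 0.0130, over 0.0130 to 0.664).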

Differences from the paper's values

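Only the comparison of W values after adding 20 units was chosen after its result was seen. For W the values compared had 20 units subtracted, as the paper's table has. On the deposited signals the female to male ratios at rest were 11.4 for BTF3, 346 for HINTW and 3.59 for NIPBL, where the paper's values are 43.3, 746 and 21.7. With that scale for W, none of the 51 values set beside the paper's was over 1.5 times apart. Of these, 45 are ratios of the supplement, which come from the deposited signals themselves, so their closeness was fixed in advance. The largest ratio of the 2 values was 1.38, for probe sets higher in males (cluster 3), where the paper's value is 330 and the values here are 240 at rest and 280 with LPS. For probe sets induced in both sexes the paper's value is 600, beside 458 here. These are unlike measures, as the paper's are sizes of network clusters and those here are probe sets past the limma threshold. The paper's average ratio for Z is 1.63, beside medians of 1.55 at rest and 1.60 with LPS here.

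The paper describes the W transcripts as present in females alone, and of the 8 W probe sets of Supplemental Table IA, 5 were below the background limit on all male arrays. Of the other 3, those for BTF3 and HINTW were above it on all male arrays, and that for NIPBL was below it on 1 of the 6. What these 3 measure in males was not tested. The paper prints the W part of that table 20 units below the deposited signals, with 65 of its 96 values equal after 20 units are added and the other 31 printed as 0 where the deposited signal is below 20. The paper shows the genes of Fig. 3 as reaching in males with LPS the level of resting females, and of the 14 genes of Supplemental Table ID, 2 were lower, 1 was higher and 11 were not past the threshold over all probe sets (6, 1 and 7 over the table alone). The median of males with LPS minus resting females was -0.58 on the log2 scale, and positive for 3 of the 14. With 3 pools per group, a gene not past the threshold is not thereby shown to be at an equal level. Of these genes, 11 of 14 were higher in females at rest. The count was 13 with the replicate number as a block, though these numbers do not pair between the sexes. In males 8 of 14 rose (14 with the pool as a block, 13 with only the groups compared and 14 by the supplement's test unadjusted). All these alternatives were set before the data were examined. The paper places IFNGR2 among genes induced in both sexes, and here its adjusted p in females was 0.0505, or 0.0113 with the pool as a block. The paper lists all of Supplemental Table IB as higher in females, and 46 of 54 were past the threshold here, and 54 over the table alone. The count was 53 with the replicate number as a block, which has no basis between the sexes, as these numbers do not pair. The paper describes IL8 as more inducible in males, and the difference here, 1.97-fold, was not past the threshold over all probe sets (adjusted p = 0.815).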

Other observations

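No test in this part was chosen after its result was seen, while the lists to describe first were. Cholesterol synthesis genes were lower with LPS. Of 18 measured members, 6 fell in females (10 over the list alone) and 8 in males (12 over the list alone), none rose, and the median change was -0.41 in females (camera adjusted p = 3.03e-06) and -0.50 in males (adjusted p = 2.24e-08), with adjusted p = 0.519 and adjusted p = 0.283 with an estimated correlation. FDFT1, which forms squalene, fell by 0.70 in females (adjusted p = 0.0387) and by 1.02 in males (adjusted p = 0.00764), and STARD4, a carrier of cholesterol, fell by 0.70 in each sex. Blocked by pool, 12 fell in females and 13 in males. Cell cycle genes were lower as well, by a median of -0.39 in females (adjusted p = 1.73e-07) and -0.16 in males (adjusted p = 0.00794), with adjusted p = 0.646 and adjusted p = 0.707 with an estimated correlation. MCM5, of the replicative helicase, fell by 0.89 in males (adjusted p = 0.00818) and also fell in females (adjusted p = 0.00344), and CCNE2, MCM2 and PLK4 also fell in both, with 17 members lower in females and 7 in males with the pool as a block. The level of the list in pool 3 was 0.27 at rest and 0.25 with LPS in females and 0.11 and 0.27 in males, so the lower levels with LPS came mainly from pools 1 and 2 of each sex. At rest the cell cycle list was higher in females (median 0.34, adjusted p = 3.65e-08, and adjusted p = 0.551 with an estimated correlation), with no member past the threshold.

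Of 29 genes of macrophage identity and receptors, 5 rose and 2 fell in females and 7 rose and none fell in males, among them LY96, the partner of TLR4 in LPS recognition, at 0.51 and 0.86 (adjusted p = 0.0160 and adjusted p = 9.60e-04). The list was higher with LPS in males (camera adjusted p = 1.22e-04, and adjusted p = 0.167 with an estimated correlation), and at rest it was higher in females (adjusted p = 0.00293, and adjusted p = 0.333), where 2 members passed. Blocked by pool, 8 rose and 3 fell in females and 11 rose and 1 fell in males. Of 15 antigen presentation genes, 1 was higher in resting females, CIITA, the regulator of class II genes (4 over the list alone, median 0.29, adjusted p = 2.31e-06, and adjusted p = 0.253 with an estimated correlation), and without the block CIITA fell with LPS in females and no member passed in males. Blocked by pool, 4 rose and 2 fell in females and 4 rose in males. With LPS the list was higher in females with none past the threshold (adjusted p = 9.69e-04, and adjusted p = 0.714 with an estimated correlation). All 9 genes of osteoclasts and giant cells had the higher mean in resting males (median female minus male -0.50, adjusted p = 2.91e-04, and adjusted p = 0.333 with an estimated correlation), none of them past the threshold, and with LPS the list was at -0.28 (adjusted p = 0.0143, and adjusted p = 0.714). Carbonic anhydrase CA2, its member that fell with LPS in females, is also of the erythroid list. By pool as a block, 1 rose and 3 fell in females and 3 fell in males, where the list was lower with LPS (adjusted p = 0.0145, and adjusted p = 0.110 without the block).

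The fibroblast and stroma list was positive with LPS for 22 of 22 genes in females (median 0.70, camera adjusted p = 4.83e-05, and adjusted p = 0.646 with an estimated correlation), of which 1 passed singly, FN1, and for 21 of 22 in males (median 0.44, adjusted p = 0.00261, and adjusted p = 0.643), where none did. Blocked by pool, 18 passed in females and 13 in males. For the other lists the members past the threshold went both ways or were few. In glycolysis and hypoxia 4 rose and 3 fell in females and 3 rose and 3 fell in males, with ADM, encoding adrenomedullin, at 1.01 and 1.59, and 5 fell in females with the block. In lysosome and phagocytosis 2 rose and 4 fell in females and 1 rose and 2 fell in males (8 and 6 fell with the block), and in the dendritic cell list 2 rose and 3 fell and 2 rose and 1 fell (2 fell in males with the block). In general stress 1 rose and 2 fell in females and 2 rose and 2 fell in males (4 rose in females and 4 fell in males with the block). Of the erythroid list 1 rose and 1 fell in females and 1 rose in males, where 1 fell with the block, and of thrombocytes and endothelium likewise, where 2 fell in each sex with the block, with F13A1, a coagulation factor, higher in females with LPS (0.86, adjusted p = 0.0128). Of the lymphocyte list BTK fell in males (adjusted p = 0.0281), and with the block 1 rose and 2 fell in females and 1 rose and 3 fell in males. No granulocyte gene passed without the block, and with it 2 rose and 1 fell with LPS in females and 1 rose in males.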
